# Compulsive methamphetamine self-administration in the presence of adverse consequences is associated with increased hippocampal mRNA expression of cellular adhesion molecules

**DOI:** 10.3389/fnmol.2022.1104657

**Published:** 2023-01-13

**Authors:** Ceiveon Munoz, Subramaniam Jayanthi, Bruce Ladenheim, Jean Lud Cadet

**Keywords:** methamphetamine, hippocampus, gene expression, electric foot-shocks, cell adhesion

## Abstract

Methamphetamine (METH) is a popular but harmful psychostimulant. METH use disorder (MUD) is characterized by compulsive and continued use despite adverse life consequences. METH users experience impairments in learning and memory functions that are thought to be secondary to METH-induced abnormalities in the hippocampus. Recent studies have reported that about 50% of METH users develop MUD, suggesting that there may be differential molecular effects of METH between the brains of individuals who met criteria for addiction and those who did not after being exposed to the drug. The present study aimed at identifying potential transcriptional differences between compulsive and non-compulsive METH self-administering male rats by measuring global gene expression changes in the hippocampus using RNA sequencing. Herein, we used a model of METH self-administration (SA) accompanied by contingent foot-shock punishment. This approach led to the separation of animals into shock-resistant rats (compulsive) that continued to take METH and shock-sensitive rats (non-compulsive) that suppressed their METH intake in the presence of punished METH taking. Rats were euthanized 2 h after the last METH SA plus foot-shock session. Their hippocampi were immediately removed, frozen, and used later for RNA sequencing and qRT-PCR analyses. RNA sequencing analyses revealed differential expression of mRNAs encoding cell adhesion molecules (CAMs) between the two rat phenotypes. qRT-PCR analyses showed significant higher levels of *Cdh1*, *Glycam1*, *and Mpzl2* mRNAs in the compulsive rats in comparison to non-compulsive rats. The present results implicate altered CAM expression in the hippocampus in the behavioral manifestations of continuous compulsive METH taking in the presence of adverse consequences. Our results raise the novel possibility that altered CAM expression might play a role in compulsive METH taking and the cognitive impairments observed in MUD patients.

## Introduction

Methamphetamine (METH) is an amphetamine-type psychostimulant drug which is among the most misused substances in the world (UNODC (United Nations Office on Drug and Crime), 2022). METH can be taken orally, *via* snorting, smoking, and intravenously, with the intravenous route being mostly involved in METH-related overdose deaths (Han et al., 2021; Jones et al., 2022). Humans who use the drug experience a multitude of physiological, neurological, and behavioral sequelae including neuroinflammatory responses and cognitive impairments (Moszczynska and Callan, 2017; Paulus and Stewart, 2020). METH exerts its effects *via* the release of monoamines such as dopamine and noradrenaline from synaptic vesicles and causing changes in their metabolism (Moszczynska and Callan, 2017; Jayanthi et al., 2021; Daiwile et al., 2022b).

About 50% of METH users develop METH use disorder (MUD) which is characterized by repeated drug misuse, loss of control over drug use, compulsive use despite negative consequences, and multiple relapse episodes, according to the Diagnostic Statistical Manual (DSM5) of the American Psychiatric Association (APA) DSM5 (2022). Patients also show changes in learning and memory functions (Shukla and Vincent, 2021) that are subserved by the hippocampus (Golsorkhdan et al., 2020). The substrates for METH-associated cognitive disturbances might include epigenetic modifications, altered gene expression, changes in synaptic plasticity, and dysfunctional neurotransmission (Chojnacki et al., 2020; Golsorkhdan et al., 2020; Shukla and Vincent, 2021). This line of reasoning suggests that METH might influence the expression of genes including cell adhesion molecules (CAMs) that participate in regulating hippocampal synaptic plasticity (Cotman et al., 1998; Gnanapavan and Giovannoni, 2013) and other drug-induced neuroadaptions during addictive processes (Muskiewicz et al., 2018).

As a step toward identifying genes that might be differentially regulated during compulsive METH taking in the presence of adverse consequences, we used the discovery approach of RNA sequencing using the model of foot-shock-induced compulsive and non-compulsive rat METH SA (Cadet et al., 2016, 2019; Subu et al., 2020; Jayanthi et al., 2022). We also used quantitative PCR to validate changes in some CAMs that were identified by RNA Sequencing as showing differential expression between compulsive and non-compulsive METH takers in the presence of foot-shocks. Herein, we discuss the potential role of hippocampal CAMs in mediating METH-induced compulsive METH taking.

## Materials and methods

### Animals and drug treatment

Male Sprague–Dawley rats each weighing 350-400 g were used (Charles River Labs, Raleigh, NC, United States). Animals were housed in a humidity and temperature controlled (22.2 ± 0.2°C) room with free access to food and water. All animals were handled as outlined in the Guide for the Care and Use of Laboratory Animals (ISBN: 0–309–05377-3) and animal protocol was approved by the National Institute of Drug Abuse Animal Care and Use Committee (NIDA, ACUC).

### Intravenous surgery

Rats were anesthetized using ketamine (100 mg/kg i.p.) and xylazine (5 mg/kg i.p.) and silastic catheters were put into the jugular vein. After surgery, animal health was monitored daily, and catheters were flushed with sterile saline containing gentamicin (Butler Schein; 5 mg/ml) and allowed to recover for 5–10 days before start of METH self-administration training. Upon wake from anesthesia, rats received meloxicam (1 mg/kg s.c.), as an analgesic, and a second dose the following day.

### Training and punishment phases

As mentioned, our METH self-administration training procedure was performed according to the previously designed protocol for our lab (Cadet et al., 2016; Subu et al., 2020; Jayanthi et al., 2022). Rats were housed in self-administration chambers with free access to food and water, made available in water bottles and feeders hanging from each chamber wall. We trained rats to self-administer dl-methamphetamine HCl (NIDA), by pressing an active infusion pump lever, for three 3-h sessions per day, for 21 days. To achieve this, rat catheters were connected to a modified cannula (Plastics One, Minneapolis, MN) attached to a liquid swivel (Instech Laboratories, Inc., Plymouth Meeting, PA, United States) *via* polyethylene-50 tubing protected by a metal spring. To prevent overdose, each 3-h self-administration training session was separated by a 30-min timeout during which the animals had no access to the active lever. Rats self-administered METH at a dose of 0.1 mg/kg/infusion over 3.5 s, and the number of infusions was limited to 35 per each 3-h training session, and each pressed lever infusion was given a 20-s recess timeout. To reinforce, active lever presses were accompanied by a compound tone-light cue, and presses on inactive lever induced no reinforcement cues. Rats were trained 5 days a week, with 2 days off to minimize weight loss for a total of 21 days of METH self-administration training. During the 2 days off, rats remained housed in chambers but were disconnected from the intravenous self-administration connection and cannulas were covered with dust prevention caps. We started self-administration sessions at the onset of the dark cycle and sessions began with insertion of the active lever and the illumination of a red light that remained on during the entire 3 h session. At the end of each session, and during 30-min timeouts, the red light was turned off, and the active lever was removed. Control rats self-administered saline, under the same conditions.

During the 8-day foot-shock punishment phase, rats continued METH self-administration for 8 days straight under the same 3-h session schedule used during the training phase. However, a 0.5-s foot-shock was delivered through the grid floor on 50% of all active METH lever presses. This electrical current was set at 0.18 mA on day 1, which was increased as the 8-day foot-shock phase proceeded. Shock intensity was set to 0.24 mA on day 2, 0.30 mA on days 3–5, and 0.36 mA on days 6–8. As an important addition, some control rats that self-administered saline were “yoked” connected to a METH taking rat and received a contingent shock whenever the rat it was paired to pressed for METH. As a control for the effects of shock on biochemical and molecular markers within the brain, the METH taking rat and the yoke-saline rat that it was paired to, received the same number of foot-shocks. Totally, after the 8-day foot-shock phase was complete, rats were separated into 5 groups CT (Saline, no foot-shock), SR (Methamphetamine, Shock Resistant), SS (Methamphetamine, Shock Sensitive), YSR (Saline, SR contingent foot-shock), and YSS (Saline, SS contingent foot-shock).

### RNA extraction and sequencing

Immediately after the last 3 h foot-shock session, rats were euthanized by decapitation, and the brains were removed and dissected by region. We dissected out the entire hippocampus using the coordinates A/P -5 to -7 mm bregma, mediolateral ±6 mm, D/V -2 to -8 mm, corresponding to *The Rat Brain in Stereotaxic Coordinates* (Paxinos and Watson, 2013).Total RNA was extracted from samples of the total hippocampal region using Qiagen RNeasy Mini kit (Qiagen, Valencia, CA, United States). RNA integrity was assessed using an Agilent 2,100 Bioanalyzer (Agilent, Palo Alto, CA, United States), and RNA samples showed no signs of degradation. RNA sequencing was performed by GeneWiz (GeneWiz, South Plainfield, NJ, United States) using Illumina HiSeq instrument according to manufacturer’s instructions and was converted into fastq files and de-multiplexed using the Illumina bcl2fastq 2.17 software. The samples were sequenced using a 2×150bp Paired End (PE) configuration (GeneWiz, South Plainfield, NJ, United States). Sequence reads were filtered to remove any poor-quality reads using Trimmomatic v.0.36 and this data has been submitted to Gene Expression Omnibus^1^ under accession number GSE203268.

### Ingenuity pathway analysis

We used Ingenuity Pathway Analysis (IPA) software (Qiagen, Valencia, CA, United States) to analyze genes that showed differential expression in RNA sequencing data and identify molecular functions, biochemical networks, and validated canonical gene pathways.

### Quantitative RT-PCR analysis of mRNA

To analyze mRNA levels, for each sample in each group (CT, SR, SS, YSR, YSS), we reversed-transcribed individual total RNA into cDNA using Advantage RT-for-PCR kit (Clontech, Mountain View, CA, United States). Using this kit, 500 nanograms(ng) of RNA was reversed-transcribed with oligo dT primers to create cDNA. We generated PCR primers using NIH accredited NCBI primer-BLAST website and ordered gene-specific primers from the Synthesis and Sequencing Facility of Johns Hopkins University (Baltimore, MD, United States). RT-qPCR was performed with the Roche LightCycler 480 II using iQ SYBR Green Supermix (Bio-Rad Laboratories, Hercules CA, United States). Relative amounts of mRNA in each sample were normalized to a combined mean of OAZ1 and Clathrin mRNA, used as housekeeping reference genes.

### Statistical analysis

Behavioral data, RNA sequencing data, and qRT-PCR data were analyzed using the statistical program GraphPad Prism version 9 (Dotmatics, San Diego, CA, United States). Behavioral data was analyzed using repeated measures two-way ANOVA. For the behavioral experiments, the dependent variable used was the number of METH or saline infusions during the 21-day training and 8-day foot-shock phases, for each group. RNA sequencing and qRT-PCR data was analyzed using one-way ANOVA followed by Tukey’s multiple comparison *post hoc* test. Statistical significance level for all tests was set to 0.05, and the null hypothesis was rejected at value of *p*<0.05.

## Results

### Foot-shocks separate methamphetamine self-administering rats into compulsive (shock-resistant) and non-compulsive (shock-sensitive) behavioral phenotypes

Figure 1A shows the experimental timeline of the behavioral experiment. It includes METH SA training and contingent foot-shock phases. Figure 1B depicts the number of infusions of either METH or saline during the 21-day SA training period. All METH-trained rats (*n* = 15) significantly increased their drug intake whereas control rats (*n* = 9) did not change their saline intake during the training phase (Figure 1B). The repeated measure analysis using 2-way ANOVA for the SA training phase included the between-subject factor of groups: control (CT *n* = 9), yoked saline (YS *n* = 19), shock-resistant (SR *n* = 8), and shock-sensitive (SS *n* = 7), and the within-subject factor of training days (experimental days 1–21). There were significant differences in the number of infusions between groups [*F*_(3_,_35)_ = 139.9, *p* < 0.0001] over training days [*F*_(20_,_700)_ = 34.29, *p* < 0.0001], with there being significant interaction of day × group [*F*_(60_,_700)_ = 21.31, *p* < 0.0001].

**Figure 1:**
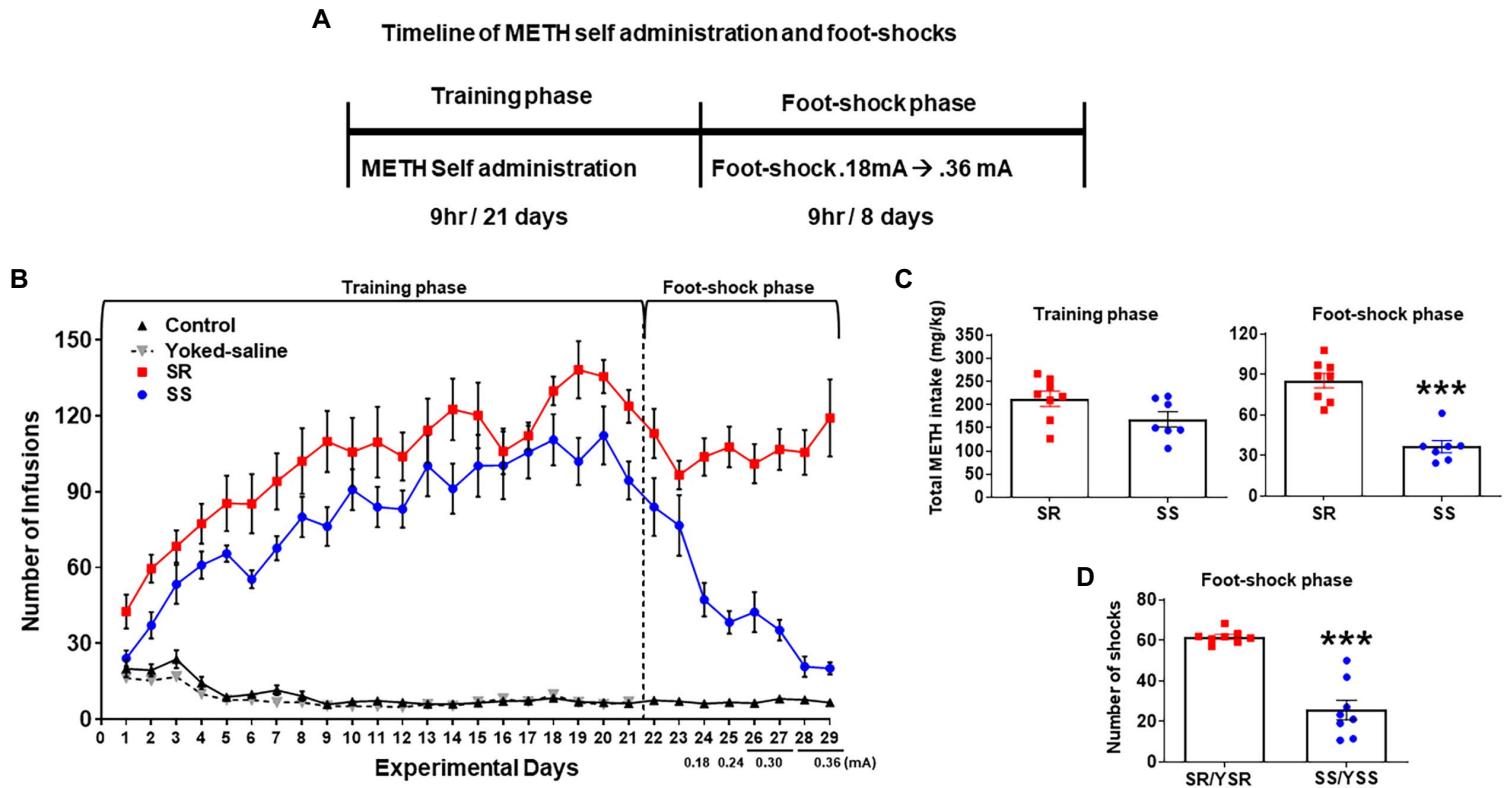
Contingent foot-shocks during METH self-administration (SA) are associated with continued compulsive drug taking behaviors. **(A)** Experimental timeline for METH SA training and punishment phases. **(B)** Average number of infusions (METH or saline) over the training phase (21 days) showed increases in METH infusions during SA training. The introduction of contingent shocks for 8 days suppressed lever pressing in non-compulsive, shock-sensitive (SS, *n* = 7) rats but not in shock-resistant rats (SR, *n* = 8). **(C)** Average total METH intake of SR rats (212.6 ± 15.35 mg/kg) and SS rats (168.1 ± 14.99 mg/kg) during the training phase (*first panel*) showed no significant differences. Foot-shocks (*second panel*) had significant differences in METH intake between SR rats (85.4 ± 5.38 mg/kg) and SS rats (36.5 ± 4.21 mg/kg). **(D)** Total numbers of shocks administered to the SR rats and their yoked-shock controls (YSR) were significantly higher than those received by SS rats and their yoked-shock control group (YSS). *Key to statistics:* ***p < 0.001 significant SR vs. SS.

On day 22, foot-shocks were introduced and increased in intensity from 0.18–0.36 mA over 8 days (experimental days 22–29). Foot-shocks helped to separate the rats into 2 different behavioral phenotypes. The group of rats that continued to compulsively press the active lever for METH infusions despite foot-shocks were labeled shock-resistant (SR) or compulsive METH takers (*n* = 8) whereas the rats that decreased their active lever pressing under punishment were termed shock-sensitive (SS) or non-compulsives (*n* = 7; Figure 1B). The repeated measures analysis for the foot-shock phase included the SR and SS groups, and the within-subject factor of days (experimental days 22–29). We found significant differences in the number of METH infusions between groups [*F*_(1,13)_ = 46.53, *p* < 0.0001] and over shock days [*F*_(7,91)_ = 6.654, p < 0.0001]. The interaction of day × group [F_(7,91)_ = 9.348, p < 0.0001] was also significant.

The total METH intake (mg/kg) of the SR and SS rats during the training and foot-shock phases are shown in Figure 1C. During SA training, all METH SA rats took comparable amounts of the drug. During the foot-shock/punishment phase, both groups decreased their drug intake, with the SS rats decreasing their active lever pressing significantly more than the SR rats. Overall, SS rats took significantly less METH [*F*_(1,6)_ = 66.86; *p* = 0.0002; Figure 1C] and received significantly less foot-shocks [F_(1,13)_ = 64.69; *p* < 0.0001; Figure 1D] than SR rats. The 2-way ANOVA for number of foot-shocks was also significant for groups [F_(1,13)_ = 64.69, p < 0.0001], days [F_(7,91)_ = 6.920, *p* < 0.0001], and interaction of day × group [F_(7,91)_ = 9.892, p < 0.0001; Figure 1D].

As mentioned in the Methods, some rats that self-administered saline were individually connected to METH taking rats. These yoked rats received foot-shocks whenever the METH SA rat to which they were paired received a shock, such that individual yoked-saline rats and paired METH-taking rats received the same number of shocks by the end of the behavioral experiment. These paired rats were labeled yoked shock-resistant (YSR) or yoked shock-sensitive (YSS).

### Genome-wide transcriptional analyses revealed significant differences in gene expression between hippocampus of compulsive vs. non-compulsive methamphetamine taking rats

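Hippocampal RNA from 30 male Sprague-Dawley rats was sequenced, with 1 library per rat. The CT rats (n = 7) self-administered saline and received no foot-shocks. The SR (n = 7) and SS (n = 6) rats self-administered METH at 0.1 mg/kg/infusion for 21 days of training, followed by 8 days on which part of the presses on the active lever were punished by foot-shocks that rose from 0.18 to 0.36 mA. SR rats kept pressing under punishment and SS rats reduced their pressing. The YSR (n = 5) and YSS (n = 5) rats took saline and received the foot-shocks of an SR or SS rat to which they were connected; which yoked rat was connected to which METH rat was not used here. The paper's methods describe whole hippocampus taken immediately after the last session. The records deposited with the libraries name the dorsal striatum as the tissue in their tissue field and the hippocampus in their protocol, and they place the dissection 2 h after the session. The paper itself also gives 2 h in a part other than its methods, so that the time is not settled. The description in the methods is used throughout. The authors trimmed the reads with Trimmomatic and deposited the number of reads counted on each of 32552 Ensembl genes, without normalization. The paper's text does not name the aligner, the counting program, the genome build or whether the counting used the strand. Total counts per library lay between 16224250 and 19404440 in CT rats (median 17386092), between 16329258 and 18737037 in SR rats (median 16946598), between 16202659 and 19110830 in SS rats (median 17536540), between 14584340 and 19997820 in YSR rats (median 17110757) and between 17155083 and 19181886 in YSS rats (median 17830500). The titles of the libraries carry the code XII or XIII, which the paper's text does not explain and which is taken as the cohort of the rat here, followed by the letter L or R and a number, which the text does not explain either. Cohort XII supplied 1 of the 7 CT, 4 of the 7 SR, 2 of the 6 SS, 3 of the 5 YSR and 1 of the 5 YSS libraries. Over 11793 genes with at least 50 counts in every library, the chi-square statistic per degree of freedom was between 5.08 and 27.1 for the 77 pairs of libraries of the same group and between 4.80 and 33.1 for the 358 pairs from different groups, where sampling noise alone gives 1, so that no library was counted as a repeat of another. From these counts, edgeR's quasi-likelihood test was fitted to all 30 libraries with the 5 groups as the only factor, after TMM normalization and after leaving out genes with low counts by edgeR's default filter, which kept 15797 genes. The deposited tables identify genes by Ensembl identifier only, so genes are given by identifier here and the transcripts that the paper names were not analysed here. Levels of single genes are given as TMM-normalized CPM. Lists of genes were made at an unadjusted p-value under 0.05, at the same p-value with a change of at least 1.7-fold, and at a Benjamini-Hochberg adjusted p-value under 0.05.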

To identify potential transcriptional changes in the resistant and sensitive rats, we used RNA sequencing using RNA obtained from whole hippocampal tissues (CT, *n* = 7; SR, *n* = 7; SS, *n* = 6; YSR, *n* = 5; YSS, *n* = 5). We then calculated RNA expression fold changes to find differentially expressed genes (DEGs) between 8 pairings (SR vs. CT, SS vs. CT, YSR vs. CT, YSS vs. CT, SR vs. SS, SR vs. YSR, SS vs. YSS, YSR vs. YSS).

Using GraphPad Prism (Version 9), we created volcano plots to visualize the entire sets of DEGs obtained from the sequencing data (Figures 2A,H). The volcano plots, showing up- and downregulated genes, were plotted using fold-changes scaled on the x-axis, and value of p shown on the y-axis. Note that SR group comparisons (SR vs. CT and SR vs. YSR; Figures 2A,F) showed more total DEGs than the SS group comparisons (SS vs. CT and SS vs. YSS; Figures 2B,G). 

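In SR vs. CT, 1656 of the 15797 genes tested had an unadjusted p-value under 0.05, of which 762 were higher and 894 lower in SR rats. In SS vs. CT there were 791 such genes, 428 higher and 363 lower in SS rats. Against the yoked rats, 1291 genes passed in SR vs. YSR (572 higher and 719 lower in SR rats) and 675 in SS vs. YSS (364 higher and 311 lower in SS rats). If no gene differed, 5% of the genes tested, or 790, would pass this threshold. The difference of 865 genes between SR vs. CT and SS vs. CT was set against other splits of the same 13 METH rats into groups of 7 and 6, and 22 of 100 splits, the real one included, gave a difference as large. When libraries were exchanged only within each cohort, 36 of 100 splits did. With the cohort as a covariate, the numbers were 1079 in SR vs. CT and 733 in SS vs. CT, and in cohort XIII alone they were 1160 and 690. Against the yoked rats the order did not hold within cohort XIII, where 732 genes passed in SR vs. YSR (3 and 2 rats) and 1034 in SS vs. YSS (4 rats each). Within cohort XII, 1484 genes passed in SR vs. YSR (4 and 3 rats), and with 1 CT and 1 YSS rat the other 3 comparisons could not be tested there. The choice that moved these numbers most was the test: Tukey's multiple comparison test on log2 CPM gave 302 genes in SR vs. CT and 127 in SS vs. CT. The p-values of that test already allow for the pairs among the 5 groups, so that part of the fall may come from this. After Benjamini-Hochberg adjustment of edgeR's p-values, no gene passed in SR vs. CT or SS vs. YSS, 16 passed in SS vs. CT and 4 passed in SR vs. YSR. Among the latter, ENSRNOG00000012371, which the deposited tables place on chromosome 19 from 636545 to 645937, had 10.5 ± 1.07 CPM (SD, n = 7) in SR rats and 15.2 ± 2.13 (SD, n = 5) in YSR rats. Its log2 fold change was -0.54 (standard error 0.09, adjusted p = 0.0159 from edgeR's quasi-likelihood test), every SR rat was below every YSR rat, and the exact two-sided permutation test gave p = 0.00126, the smallest p these group sizes allow. ENSRNOG00000014751, on chromosome 4 from 150202058 to 150244372, was higher in SR rats, with 18.7 ± 2.79 CPM (SD, n = 7) against 11.8 ± 1.51 (SD, n = 5). Its log2 fold change was 0.67 (standard error 0.12, adjusted p = 0.0195 from edgeR's quasi-likelihood test; exact two-sided permutation test, p = 0.00505). Both genes were named for their small p-values in this comparison, so that permutation tests on the same libraries are not separate evidence. With each library left out in turn, these log2 fold changes stayed between -0.59 and -0.46 and between 0.63 and 0.74. They were -0.55 and 0.64 within cohort XII and -0.50 and 0.71 within cohort XIII, although no gene passed the adjusted threshold in SR vs. YSR within either cohort. Of 12 alternatives, ENSRNOG00000012371 passed the adjusted threshold in 7 and ENSRNOG00000014751 in 6, and of 30 fits that each left out a library they passed in 27 and 26. As many as 4 genes passed the adjusted threshold in 6 of 100 splits of the SR and YSR libraries, the real one included, and in 4 of 100 splits that exchanged libraries only within each cohort. In 4 of the 5 other splits of the former kind and 2 of the 3 of the latter, the group of 5 held all 3 SR rats that stood apart from the other SR rats in a set of 14 genes, found after the values were seen, to which none of the 4 genes of the real split belonged.

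**Figure D1:**
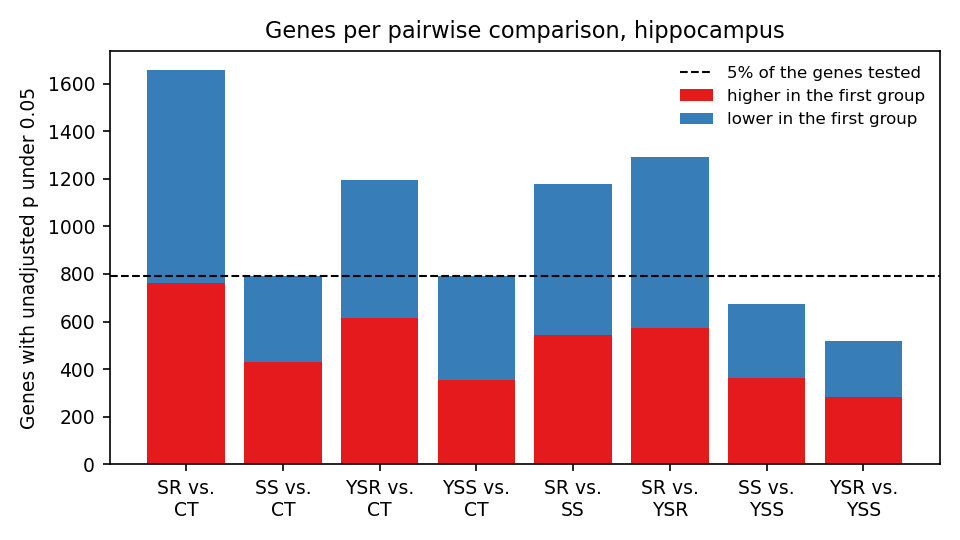
Number of genes with an unadjusted p-value under 0.05 in each of the 8 pairwise comparisons, divided into genes higher (red) and lower (blue) in the first group named. The dashed line marks 790 genes, which is 5% of the genes tested; SR vs. CT, with 1656 genes, is the tallest bar, and SS vs. CT, with 791, stands at the line.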

The YSR vs. CT (Figure 2C) and YSS vs. CT (Figure 2D) comparisons showed clearly that shock-induced stress had significant effects on hippocampal gene expression.

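In YSR vs. CT, 1195 genes had an unadjusted p-value under 0.05, with 615 higher and 580 lower in YSR rats, and in YSS vs. CT there were 354 higher and 437 lower. With the cohort as a covariate, the totals were 886 and 818, of which 16 and 11 passed after adjustment. As many genes as in YSR vs. CT passed in 3 of 100 splits of the YSR and CT libraries, and as many as in YSS vs. CT in 12 of 100 splits of the YSS and CT libraries, the real split included in each. After Benjamini-Hochberg adjustment of edgeR's p-values, 19 genes passed in YSR vs. CT, of which 17 were lower in YSR rats, and 13 passed in YSS vs. CT, of which 12 were lower in YSS rats. None of the other splits drawn gave as many adjusted genes in either comparison. In cohort XIII alone, with 2 YSR, 4 YSS and 6 CT rats, the adjusted genes were 0 in YSR vs. CT and 4 in YSS vs. CT, and 964 and 980 genes passed the unadjusted threshold. Cohort XII held 1 CT rat, so that neither comparison could be tested within it. The comparison between the yoked groups, YSR vs. YSS, gave 519 genes at the unadjusted threshold and none after adjustment. Over SS vs. CT, YSR vs. CT and YSS vs. CT together, 22 genes passed the adjusted threshold, 12 of them in all 3 comparisons, and 19 of the 22 were lower than in CT rats in all 3. ENSRNOG00000007092, which the deposited tables place on chromosome 2 from 182027115 to 182038178, was among them. It had between 69 and 121 counts in the 7 CT libraries, a mean of 5.64 ± 1.21 CPM (SD, n = 7), and at most 1 count in any SS, YSR or YSS library. Set against a floor of 3 counts, its level was at least 31-fold lower in SS rats, 26-fold lower in YSR rats and 32-fold lower in YSS rats than in CT rats (adjusted p = 0.000373, 0.00167 and 0.00152 from edgeR's quasi-likelihood test). In these 3 comparisons every CT rat was above every other rat, and the exact two-sided permutation test gave p = 0.000583, 0.00126 and 0.00126, each the smallest p the group sizes allow. The gene was named for its small p-values in these comparisons, so that permutation tests on the same libraries are not separate evidence. The CT rat of cohort XII had 109 counts. The SR rats did not form a single level, with 101, 0 and 0 counts in the replicates XIII-L09, XIII-R07 and XIII-R09, and 65, 71, 1 and 0 counts in XII-L05, XII-L07, XII-R05 and XII-R07, so that the level followed the letter L or R of the code within the SR rats (SR vs. CT: log2 fold change -1.53, standard error 0.55, adjusted p = 0.384 from edgeR's quasi-likelihood test; exact two-sided permutation test, p = 0.00641). Of the 22 genes, 12 belonged to a set of 14 genes, found after the values were seen, that followed this pattern together across the libraries. For this set, an unrecorded batch that held all 7 CT libraries could not be told apart from the condition. RNA of a foreign source whose composition varies between rats could not be excluded either. The p-values and the splits do not separate these explanations from an effect of foot-shocks.

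**Figure D2:**
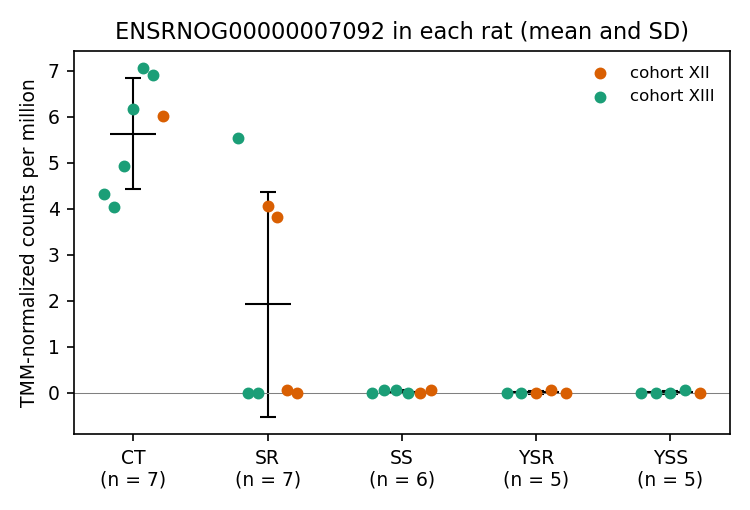
TMM-normalized CPM of ENSRNOG00000007092 in each rat, by group, with the mean and SD of each group in black and the cohort of each rat in colour. The 7 CT rats and 3 of the 7 SR rats had 65 or more counts, and the other 20 rats had at most 1.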

**Figure 2:**
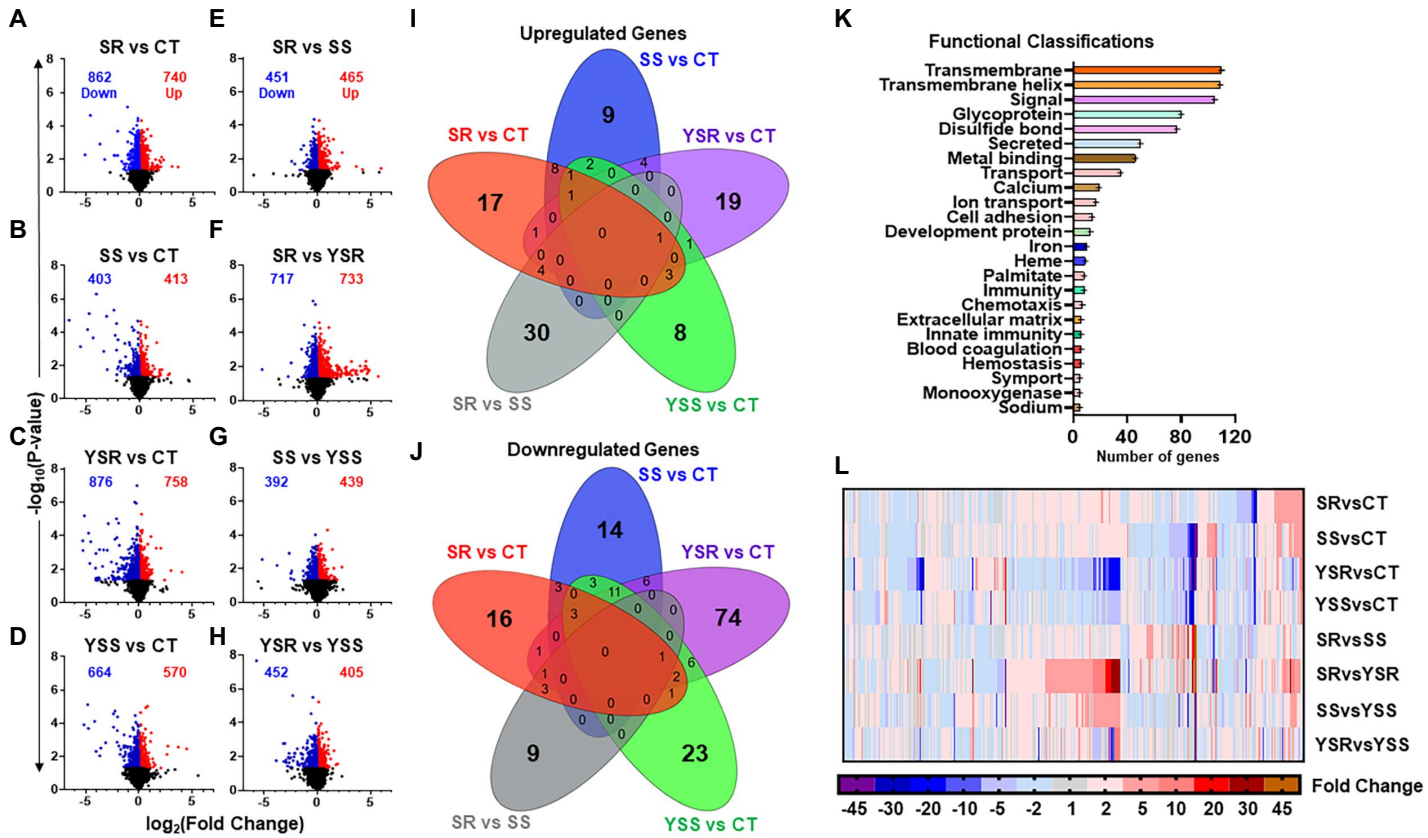
**(A–H)** Volcano plots illustrating the number of significant genes (*p* < 0.05) between each pair-wise comparison. Volcano plots were created using GraphPad Prism version 9 (Dotmatics, San Diego, CA) with scaled fold changes [log_2_ (foldchange)] on the *X*-axis, and value of ps [−log_10_ (value of *p*)] scaled on *Y*-axis. **(I)** The Venn diagram shows significant upregulated genes (*p* < 0.05, fold change 1.7F) in control comparisons, with unique genes specific to that comparison in outer rings. This Venn analysis identified 30 upregulated genes that were found exclusively in the SR vs. SS comparison. **(J)** Overlap of downregulated genes showed fewer total genes in the SR vs. SS comparison. There was also a higher number of 354 downregulated genes in the SS vs. CT comparison. **(K)** Functional annotation analysis of differentially expressed genes (DEGs), using DAVID bioinformatics database, revealed their functional classifications. Prominent among these annotations were transmembrane function, cell signaling, ion transport, and cell adhesion molecules. **(L)** Heatmap illustrating fold changes between pair-wise comparisons of DEGs that met the criterion of 1.7-fold-change and *p* < 0.05, with blue to purple indicating downregulated gene expression, and red to orange indicating increased gene expression.

To identify potential overlaps of DEGs between the various comparisons, we created Venn diagrams^2^ (Figures 2I,J). For these comparisons, we used fold-changes of greater or less that 1.7-fold and *p*-values of 0.05. We found that 30 upregulated genes (Figure 2I) and 9 downregulated genes (Figure 2J) were unique to the SR vs. SS comparison. 

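In SR vs. SS, 1178 genes had an unadjusted p-value under 0.05 and none passed after Benjamini-Hochberg adjustment. Fits that each left out 1 library gave between 0 and 10 adjusted genes. Some alternatives given in the closing section, DESeq2 among them, also gave adjusted genes, and most did not. With a change of at least 1.7-fold as a second criterion, 57 genes were higher and 40 lower in SR rats. Of these, 52 higher and 28 lower genes were in none of the lists of the same direction from SR vs. CT, SS vs. CT, YSR vs. CT and YSS vs. CT. As many higher genes found only in SR vs. SS occurred in 5 of 100 splits of the SR and SS libraries into groups of the same sizes, the real one included, and as many lower ones in 31 of 100. The filter on low counts moved these numbers most. With all genes that had at least 1 count they were 290 and 205, and with genes that had at least 10 counts in every library they were 8 and 8. When each comparison was fitted on its own 2 groups, 44 genes were higher only in SR vs. SS. All 14 genes of the set described for YSR vs. CT and YSS vs. CT were among the 52, and the SR rats did not form a single level in this set either. At the unadjusted threshold, 1300 genes passed in SR vs. SS within cohort XII (4 and 2 rats) and 1087 within cohort XIII (3 and 4 rats). For the mean log2 CPM of the set, the difference between SR and SS rats was 1.37, which the spread between SR rats could produce by chance (exact two-sided permutation test, p = 0.187; n = 7 and 6; adjusted over 8 comparisons, 0.249).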

Figures 2I,J showed very little overlaps between the pairwise comparisons.

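Over the 5 lists that the Venn diagrams compare, 120 genes were higher in at least 1 comparison, and 97 of them (80.8%) were in a single list. None was in all 5 lists. For the lower genes, 126 of 188 (67.0%) were in a single list, 31 were in 2 lists, 14 in 3 lists and 17 in 4 lists. The lower lists held 50 genes in SR vs. CT, 59 in SS vs. CT, 81 in YSR vs. CT and 68 in YSS vs. CT, and 26 genes were shared by the lists from SS vs. CT, YSR vs. CT and YSS vs. CT. All 14 genes of the set described for YSR vs. CT and YSS vs. CT were among the 26. The corresponding higher lists held 22, 24, 23 and 27 genes, of which 3 were shared by those from SS vs. CT, YSR vs. CT and YSS vs. CT. SR vs. SS and SR vs. CT shared 4 higher and 11 lower genes. All 4 lists against CT use the same 7 CT libraries, so that they are not independent of each other. From the lists at this criterion the paper proceeds to functional annotation and pathway analysis, and it selects transcripts of cell adhesion molecules for qRT-PCR.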

We used DAVID gene functional annotation tool (DAVID Bioinformatics) to examine functional classifications for the significant DEGs among the eight comparisons (Figure 2K). The DEGs fall within functional classes that included cell signaling, metal-binding, transport of ions, calcium signaling, and cell adhesion (Figure 2K). Figure 2L shows a heatmap (GraphPad Prism) that illustrates relative changes in mRNA expression in the 8 pair-wise comparisons.

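The genes concerned met the criterion of 1.7-fold and an unadjusted p-value under 0.05 in at least 1 of the 8 comparisons. In any single comparison, most of them changed by less than 1.7-fold. The medians below keep the sign of each change and so do not show its size. In SR vs. CT, the log2 fold changes of these genes had a median of -0.11, with 10% of the genes below -0.95 and 10% above 0.68. The median was -0.17 in SS vs. CT, -0.22 in YSR vs. CT and -0.13 in YSS vs. CT. It was 0.12 in SR vs. SS, 0.15 in SR vs. YSR, -0.01 in SS vs. YSS and -0.09 in YSR vs. YSS. Without regard to the p-value, 89 of these genes were at least 1.7-fold higher and 48 at least 1.7-fold lower in SR vs. YSR, whereas 30 were higher and 96 lower by that much in YSR vs. CT. In SR vs. SS, 69 were higher and 44 lower. The genes were selected for a change in at least 1 comparison, and the comparisons share groups, so that opposite changes in pairs such as SR vs. YSR and YSR vs. CT partly rest on the same 5 YSR libraries.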

### Kyoto encyclopedia of genes and genomes pathway and Sankey analyses of differentially expressed genes in the hippocampus of compulsive and non-compulsive rats

Kyoto encyclopedia of genes and genomes pathway analysis was also used to further identify relevant pathways that were differentially impacted in the compulsive and non-compulsive rats. Many DEGs participated in pathways related to neuronal ligand-receptor interactions, neuroinflammation, metabolism and absorption, and CAMs (Figure 3A).

**Figure 3:**
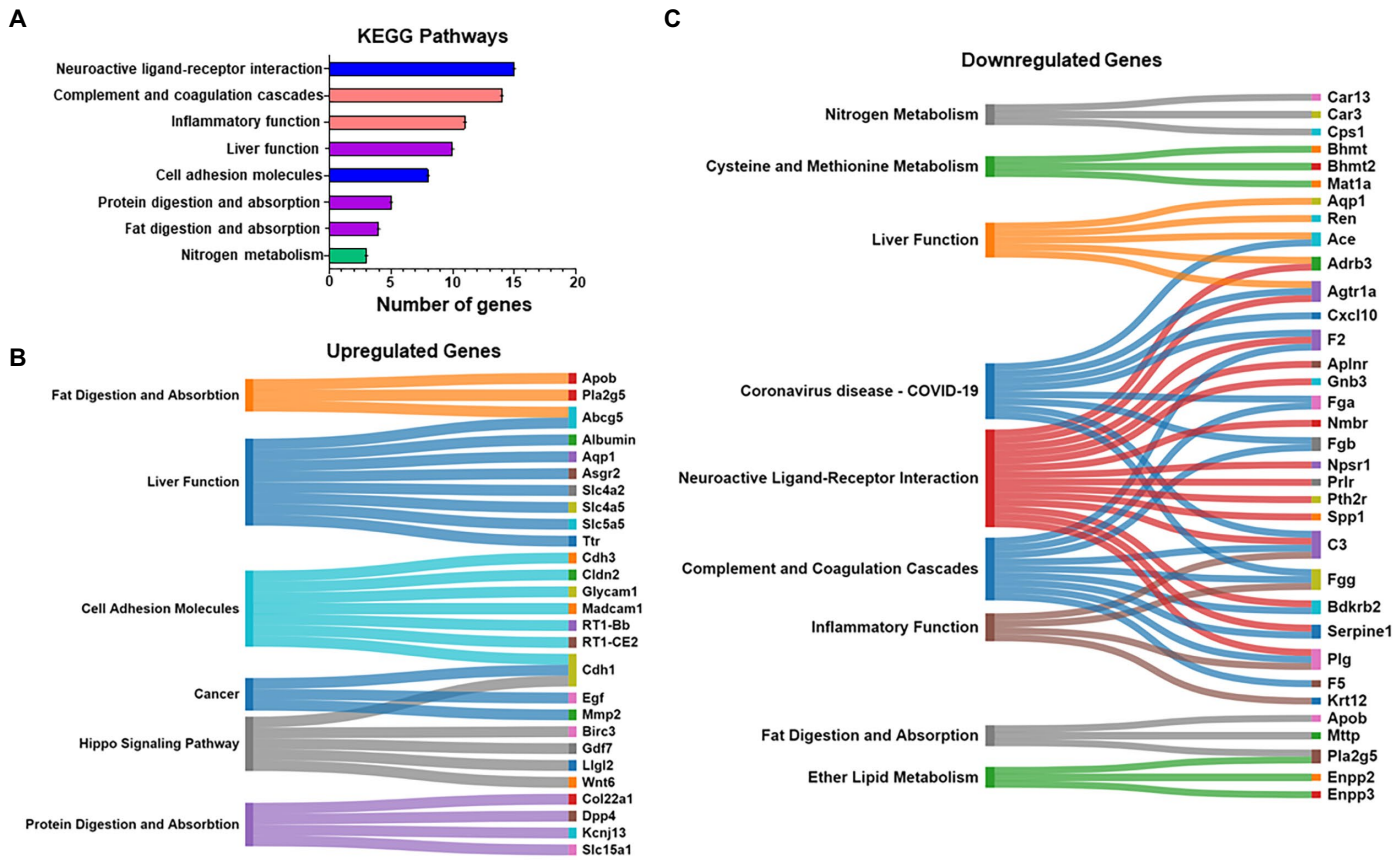
**(A)** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis was also performed on the DEGs of all the eight pair-wise comparisons similar to the *Heatmap* in Figure 2L. A pathway prominently highlighted was cell adhesion molecules (CAMs). **(B,C)** The list of mapped genes included in the above KEGG pathways is represented as Sankey diagrams (Sankomatic.com) that display overlap of up- **(B)** and downregulated **(C)** genes involved in shared and unique KEGG pathways.

We used Sankey diagrams to further show the interactions of up- (Figure 3B) and downregulated (Figure 3C) genes located in various KEGG pathways. The diagrams show that single genes that participate in multiple functions in the hippocampus are impacted by compulsive METH taking behaviors.

### Compulsive methamphetamine self-administration increased hippocampal expression of cell adhesion molecules

We also used Ingenuity Pathway Analysis (IPA) to identify biological networks affected by METH SA and foot-shocks (Figures 4A,B). Figure 4A showed upregulation of glycosylation dependent cell adhesion molecule (*Glycam1)* and myelin protein zero-like 2 (*Mpzl2*) in the comparison between the shock-resistant vs. -sensitive rats. Figure 4B showed that there was increased expression of L-dopachrome Tautomerase (*Dct*) in the resistant group in comparison to the sensitive rats.

**Figure 4:**
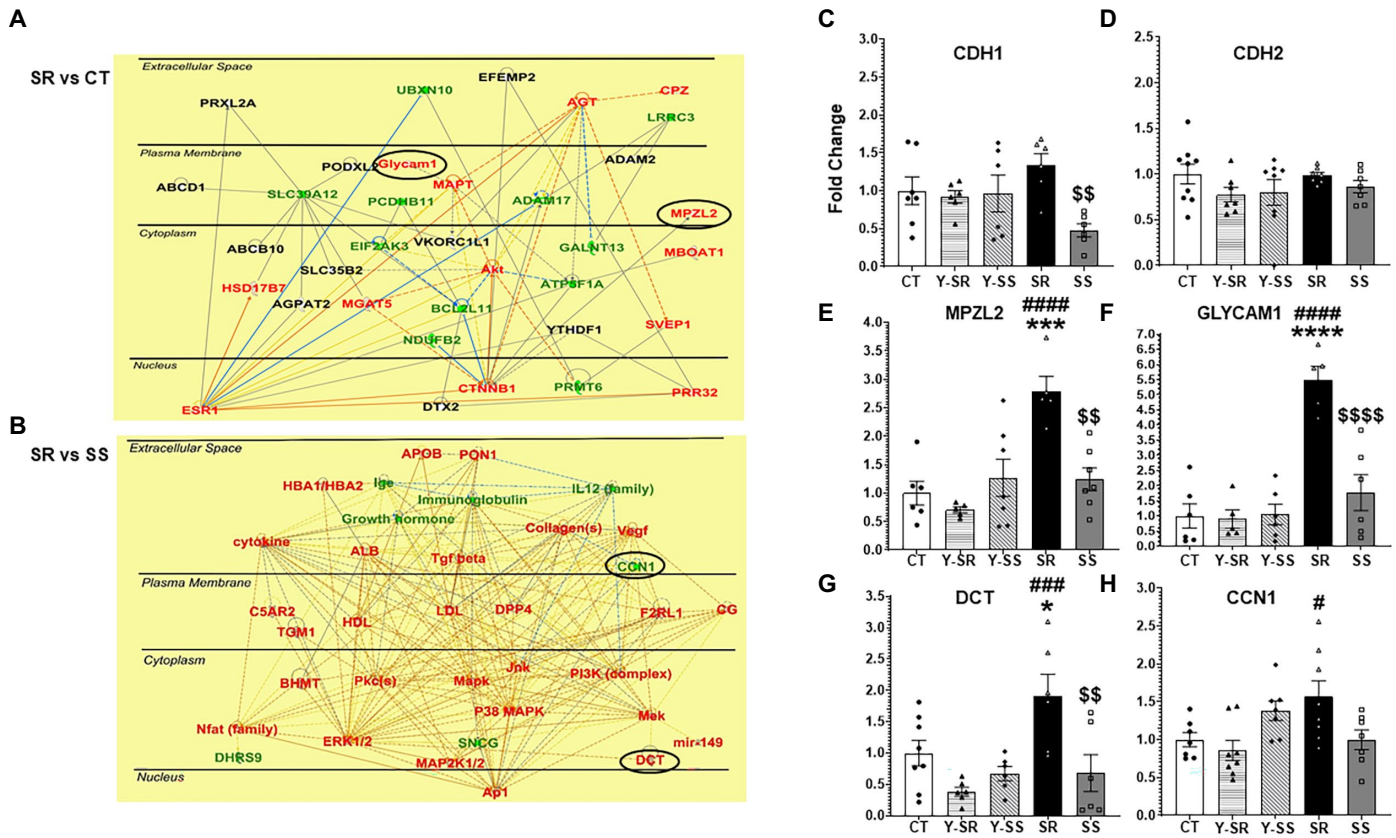
**(A)** Ingenuity Pathway Analysis (IPA, www.qiagen.com/ingenuity) shows the pathways that included CAMs like *Glycam1* and *Mpzl2* that exhibited higher mRNA expression in compulsive SR rats compared to CT rats. **(B)** IPA also illustrates other genes that *Dct* and *Ccn1* interact with. The red color represents upregulated transcripts whereas the green color represents downregulated transcripts. **(C–H)** We used qRT-PCR to validate the changes in some CAM-related transcripts identified by the sequencing experiments. The data in the bar graphs are shown as fold-changes in comparison to control. *Key to statistics:* *significant to CT, ^#^significant to paired YSR/YSS, ^$^significant between SR and SS; *p-values*: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

To further validate the RNA sequencing results, we ran qRT-PCR using primers for some CAMs of interest. The PCR results showing fold-changes in mRNA levels are shown in Figures 4C–H. *Cdh1* (cadherin 1), a member of the cadherin family of CAMs was significantly decreased [*F*_(4,26)_ = 3.445; *p* = 0.0219] in the SS group compared to SR (Figure 4C). *Mpzl2* [*F*_(4,25)_ = 9.393; *p* < 0.0001], *Glycam1* [*F*_(4,23)_ = 18.62; p < 0.0001], and *Dct* [*F*_(4,27)_ = 6.290; *p* < 0.0010], all showed significant increases in the compulsive group in comparison to the other groups (Figures 4E–G).

## Discussion

The main findings of these experiments are: (*i*) all METH taking rats increased their active lever pressing for the drug during METH SA training. 

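At an unadjusted p-value under 0.05 and a change of at least 1.7-fold, edgeR's quasi-likelihood test listed 72 genes in SR vs. CT, 83 in SS vs. CT, 104 in YSR vs. CT and 95 in YSS vs. CT. It listed 97 in SR vs. SS, 106 in SR vs. YSR, 75 in SS vs. YSS and 67 in YSR vs. YSS. In all, 379 genes were in at least 1 of the 8 lists. When the labels of the 30 libraries were shuffled over the 5 groups, 31 of 100 arrangements, the real one included, gave as many genes. Random arrangements gave a median of 347 genes. The total depended on the filter on low counts, with 61 genes when at least 10 counts in every library were required and 2809 when at least 1 count in any library was enough. Fits that each left out 1 library gave between 367 and 555 genes. The total also depended on the test. Tukey's multiple comparison test on log2 CPM, which the paper's statistics section names, gave 107 genes. Its p-values already allow for the pairs among the 5 groups, so that the 2 totals are not directly comparable.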

The application of contingent foot-shocks caused clear separation of rats into compulsive/SR and non-compulsive/SS rats; (*ii*) RNA sequencing identified 354 DEGs that met the criterion of ±1.7-fold changes at *p* < 0.05. We found further that (*iii*) the DEGs were involved in cell signaling, and binding and transport of ions, or were CAMs; (*iv*) IPA helped to highlight networks that included *Glycam1*, *Mpzl2*, and *Dct*. Below, we discuss the potential roles of hippocampal CAMs in mediating compulsive METH taking by rats in the presence of adverse consequences.

The observed differences in *Cdh1* mRNA expression between the compulsive and non-compulsive rats are reminiscent, in part, of the results of our previous microarray experiments that identified increased expression of cadherin 4 (*Cdh4*) mRNA in the dorsal striatum of compulsive rats (Krasnova et al., 2017). Together, these results suggest that members of that family of genes might be involved in promoting drug taking behaviors in the presence of foot-shock punishment. Cadherins are a family of transmembrane protein characterized by 5 CDH repeats that participate in calcium-regulated interactions (Troyanovsky, 2022). These proteins also play important roles in synaptic changes involved in learning and memory *via* their interactions with beta-catenin (Bozdagi et al., 2000; Huber et al., 2001). In addition, cadherins interact directly and indirectly with AMPA receptors (Saglietti et al., 2007; Silverman et al., 2007). Therefore, the significant decreases in Cdh1 mRNA expression in the non-compulsive rats suggest the possibility that continued compulsive behaviors observed even during punishment might be dependent, in part, to normal functioning of the cadherin-beta catenin adhesion complex.

We found, in addition, that *Mpzl2/Eva1* mRNA expression is increased in the compulsive rats in comparison to the other groups including the non-compulsive rats (see Figure 4E). *Mpzl2/Eva1* is highly expressed in the epithelial cells of choroid plexus and helps to regulate the permeability of the blood/cerebrospinal fluid barrier (Chatterjee et al., 2008). Although *Mpzl2/Eva1* expression has not been studied extensively in the peripheral or central nervous system, except for studies on its role in hearing loss (Bademci et al., 2018; Wesdorp et al., 2018), upregulation of *Mpzl2* expression has been reported in the substantia nigra (SN) in a MPTP mouse model of Parkinson’s disease (PD) using microarray analyses (Yeo et al., 2015). *Cdh1* expression was also increased by MPTP. When taken together with our present results in the compulsive rats, these results suggest that *Cdh1* and *Mpzl2/Eva1* might be co-regulated by substances that impact dopaminergic systems in the brain. It remains to be determined to what extent these two proteins might work in concert in the hippocampus to cause neuroadaptive changes that might affect compulsive drug taking.

The mRNA of another well-known CAM, *Glycam1*, was also upregulated in the hippocampus of compulsive rats, with this mRNA showing the highest fold change (5.5-fold; compare Figures 4E–G). Glycam1 is a sialomucin-like ligand for L-selectin (Imai et al., 1991; Lasky et al., 1992). It is involved in the regulation of inflammatory responses *via* its interaction with L-selectin (Ivetic et al., 2019). These observations support the notion that METH use disorder might involve the activation of neuroinflammatory cascades in the brain (Sekine et al., 2008; Agarwal et al., 2022), with METH-induced neuroinflammation being responsible, in part, for the learning and memory deficits reported in patients with MUD (Moszczynska and Callan, 2017; Paulus and Stewart, 2020). Neuroinflammation-induced changes in the basic processes that regulate synaptic plasticity (Cornell et al., 2022; Mancini et al., 2022) might also promote the perpetuation of substance use disorders.

The paper has some limitations. One of the limitations has to do with our use of only male rats in the present study. The accumulated evidence indicates that there exist sex-dependent differences in the behavioral and molecular consequences of METH self-administration (Daiwile et al., 2021, 2022a,b). Although many studies use male rodents to investigate molecular and biochemical mechanisms of substance use disorders (SUDs), the evidence is clear that there exist sex differences in the clinical courses and responses to therapies in those populations (McHugh et al., 2018, 2021). Sex differences in animal models of SUDs have also been reviewed (Quigley et al., 2021). Cadet (2021) has suggested that these differences might be dependent on both neurobiological and psychosocial/environmental determinants of SUDs. Sexual dimorphism was proposed to probably be secondary to potential interactions of licit and illicit substances with endogenous systems that might show baseline sex-based differences (Cadet, 2021). These ideas were supported by the work of Daiwile et al. (2022b) that had documented baseline differences in stress-related genes (2021) and in markers of dopaminergic systems in some brain regions. Daiwile et al. (2022a) have reviewed these issues in great length in the case of METH, and previous studies from our laboratory have investigated sex differences in some genes (Daiwile et al., 2021). Future studies have already been planned for us to measure regional and more global transcriptional responses in rats of both sexes.

Another limitation in the present study is that we measured gene expression in whole tissue collected from the hippocampus. This approach did not allow us to specify whether the changes were occurring in cells of specific neuronal or glial phenotypes or in specific hippocampal sub-regions. Given the importance of cellular diversity in various brain sub-regions of brain structures, we have been engaged in discussions to conduct these types of investigations in our future studies.

In conclusion, overexpression of cell adhesion genes in compulsive METH SA may influence hippocampus-based molecular changes affecting learning and memory processes in repeated METH users. These changes could include differences in synaptic plasticity and neurotransmission in the hippocampus and cause cognitive impairments (Huntley et al., 2002; Golsorkhdan et al., 2020). These cognitive changes might influence responses to treatment as well as relapses to drug seeking and taking behaviors. Future studies will focus on elucidating the manner by which CAMs might impact compulsive METH taking by measuring and manipulating their expression in specific cellular phenotypes of both sexes.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/, GSE203268.

## Ethics statement

The animal study was reviewed and approved by National Institutes of Health (NIH) Guide for the Care and Use of Laboratory Animals (ISBN: 978-0-309-15401-7) and the study was approved by the National Institute of Drug Abuse Animal Care and Use Committee.

## Author contributions

JC and SJ conceived the study and designed the methodology. SJ and CM analyzed the differential expressed genes of the RNA sequencing data obtained from GeneWiz. CM performed the RT-PCR experiments and wrote the first draft of the article with contributions from SJ. SJ and BL performed the behavioral experiment. JC reviewed the final manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This research was supported by funds of the Intramural Research Program of the DHHS/NIH/NIDA.

## Conflict of interest

The authors declare that the research was conducted without any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

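The data are RNA sequencing libraries of hippocampal tissue from 30 rats in 5 groups (7 CT, 7 SR, 6 SS, 5 YSR and 5 YSS). The authors trimmed the reads with Trimmomatic, counted them on Ensembl genes and deposited the raw counts, 1 table per rat with the position and length of each gene. The counts are not normalized by the authors. The paper's text does not name the aligner, the counting program, the genome build, the annotation release or the use of strand, so that genes overlapping others or sharing sequence with close copies may hold reads of more than 1 gene. The depth, between 14584340 and 19997820 counts per library, gives a floor of 3 counts, or at most 0.21 CPM, under which a gene is treated as not detected.

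Samples were assigned to groups, and to cohort XII or XIII, from their titles, and the numbers per group match those in the paper. Where the deposited records and the paper's methods differ in tissue and in the time of dissection, the methods were followed. The tables hold 32552 gene identifiers without gene symbols. The gene table at hand lists symbols but no Ensembl identifiers, so that 0 identifiers were matched and no gene was named. For this reason the transcripts that the paper names, the marker lists for hippocampus, striatum, choroid plexus, meninges and liver, and the correlations of the paper's transcripts with those lists were not analysed here, and the functional classes, pathways and qRT-PCR results were not used here.

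The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) on the counts of all 30 libraries with the group as the only factor, TMM normalization and edgeR's default filter, which kept 15797 genes. The 8 pairwise comparisons of the paper were taken as contrasts of this fit, and the contrast (SR - YSR) - (SS - YSS) was tested as an interaction. Genes were listed at an unadjusted p-value under 0.05, at this p-value with a change of at least 1.7-fold, and at a Benjamini-Hochberg adjusted p-value under 0.05. CPM values of single genes use TMM normalization, those of chromosome Y and of the 14-gene set are of the total count, and log2 CPM were computed with a prior count of 2. The standard error of an edgeR log2 fold change is the size of the change divided by the square root of the test's F statistic. It is therefore not a measure of spread separate from the p-value. Single values were compared between groups by exact two-sided permutation tests. Genes were named by a rule written before the data were examined: genes the paper names, the 3 genes with the smallest p-value among those with an adjusted p-value under 0.05 in each comparison, and marker genes. Of the genes in the second class, 3 are named, at most 2 per direction, since identifiers without names carry little. The 14-gene and 51-gene sets, and genes of the closing section that fall outside this rule, were chosen after their values were seen.

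Alternatives set before the data were examined were DESeq2 1.42.0 (Wald test without independent filtering), median-ratio size factors in edgeR, all genes with at least 1 count, genes with at least 10 counts in every library, the cohort as a covariate, cohort XIII alone, fits of only the 2 groups compared, Tukey's multiple comparison test on log2 CPM as named in the paper's statistics section, fold criteria of 1.5 and 2, and each of the 30 libraries left out in turn. A covariate made from the 51-gene set and the removal of each library's trend with gene length (lowess with a span of 0.3) were added after the data were examined, as were fits of cohort XII alone for SR vs. SS and SR vs. YSR and the letter L or R in the titles as a covariate. Each number of genes was also set against 100 splits of the libraries concerned, the real one included, each refitted over all 30 libraries. After these results were seen, this was repeated for the 8 comparisons with splits that exchange libraries only within each cohort (100 each, and the 60 that exist in YSR vs. YSS). The sets of genes that vary together were found among 156 genes with a standard deviation over 1 log2 unit and more than 150 counts in all, by average linkage at a correlation of 0.7.

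The code was tested on simulated counts drawn from the means, dispersions and library sizes of the real data, with 200 genes changed 2-fold. At an adjusted p-value under 0.05, edgeR recovered a share of 0.935 of them, DESeq2 0.94 and the Tukey test 0.845. In a simulated comparison without any change, a share of 0.0486 of 15797 genes had an unadjusted p-value under 0.05 in edgeR. Counts were drawn for each gene separately, so that this share leaves out variation that genes have in common in the real data. The 200 genes were chosen above a minimum mean level, so that the shares recovered do not cover genes with lower counts.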

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

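In each group, the highest and the lowest rat were compared with the rest for 11 measures: the total count, the shares of counts on the mitochondrial, X and Y chromosomes and on the 10 most counted genes, the scores of the 14-gene and 51-gene sets, the relation of expression to gene length, and the 3 genes named at the claims. Of the 55 groups of values examined, 3 held a rat far from the others, and chance gives about 2.75. All tests in this part were chosen after the results were seen.

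Counts on chromosome Y were low in the CT replicate XIII-L11, with 139 CPM (of the total count) against 225 to 236 in the other 6 CT rats and 190 to 248 in the other 29 libraries. A single gene did not account for this, since 6 of the 7 genes of chromosome Y with a mean of at least 20 counts were under 0.7 times the median of the other libraries (ratios from 0.577 to 1.02). Library size did not either, as the total of this library was 94.5% of the median CT total. RNA of a female rat mixed into the sample would bring transcripts that male rats lack. The highest ratio among 467 genes of chromosome X was 4.94, but without gene names it is not known whether such a transcript is among them, so that the low count cannot be told apart from this explanation. Loss of chromosome Y from part of the cells and a different chromosome Y in this rat were not tested, and the design gives no biological explanation to test for a single rat.

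For ENSRNOG00000007092, the YSR replicate XII-R06 had 0.0599 CPM and the YSS replicate XIII-R04 had 0.0568, while the other 4 rats of each group had 0. Each value is 1 count, which is below the floor of 3 counts, so that the depth cannot show a difference between these rats. No biological explanation was tested.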

How the results depend on the processing

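The 30 numbers tested comprise the 3 lists for each of the 8 comparisons, the overlaps, the interaction and the difference between SR vs. CT and SS vs. CT. With median-ratio size factors in edgeR, all 30 were within 1.5 times their main value. At the unadjusted threshold, the excess of SR vs. CT over SS vs. CT kept its sign under every alternative run for all 4 CT comparisons. In the main fit, SR vs. CT had fewer genes than SS vs. CT at 1.7-fold (72 and 83) and after adjustment (0 and 16). For each change given here, the cause was not tested.

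With DESeq2, the genes at an adjusted p-value under 0.05 were 13 in SR vs. CT and 12 in SR vs. SS, where edgeR gave 0 (with 1656 and 1178 at the unadjusted threshold), 32 in SR vs. YSR against 4, and 1 in YSR vs. YSS against 0 (519 unadjusted). In fits of only the 2 groups compared, adjusted genes were 22 in YSS vs. CT against 13 and 1 in YSR vs. YSS. With the cohort as a covariate, SR vs. CT gave 1079 genes at the unadjusted threshold against 1656, and the difference between SR vs. CT and SS vs. CT was 346 against 865.

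With all genes that had at least 1 count, the unadjusted lists held 1287 genes in SS vs. CT, 1350 in YSS vs. CT, 1169 in SS vs. YSS, 941 in YSR vs. YSS and 1349 for the interaction. The lists at 1.7-fold held 615 genes in SR vs. CT, 612 in SS vs. CT, 621 in YSR vs. CT, 678 in YSS vs. CT, 621 in SR vs. SS, 582 in SR vs. YSR, 591 in SS vs. YSS and 551 in YSR vs. YSS, and 2809 in any comparison, with 290 higher and 205 lower only in SR vs. SS. With at least 10 counts in every library, the lists at 1.7-fold held 11, 6, 16, 13, 19, 17, 9 and 11 genes in the same order, 61 in any comparison, and 8 higher and 8 lower only in SR vs. SS. Adjusted genes were then 2 in SS vs. CT, 4 in YSR vs. CT and 2 in YSS vs. CT. This filter removes any gene that is near 0 in part of the libraries.

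In cohort XIII alone, the adjusted genes were 4 in SR vs. CT, 6 in SS vs. CT, 0 in YSR vs. CT (964 unadjusted), 4 in YSS vs. CT, 1 in SR vs. SS and 0 in SR vs. YSR. The unadjusted lists held 732 genes in SR vs. YSR, 1034 in SS vs. YSS and 487 for the interaction. The lists at 1.7-fold held 156 genes in SR vs. CT, 148 in YSS vs. CT, 147 in SR vs. SS, 165 in SR vs. YSR, 149 in SS vs. YSS and 145 in YSR vs. YSS, and 683 in any comparison. The difference between SR vs. CT and SS vs. CT was 470. There SR vs. YSR had fewer genes than SS vs. YSS at the unadjusted threshold, the opposite of the order over both cohorts (1291 and 675).

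Tukey's test gave fewer genes. Its p-values already allow for the pairs among the 5 groups, unlike those of edgeR's contrasts, so that the numbers are not directly comparable. Unadjusted means here that no Benjamini-Hochberg adjustment over genes was made. The unadjusted lists held 302 genes in SR vs. CT, 127 in SS vs. CT, 205 in YSR vs. CT, 101 in YSS vs. CT, 189 in SR vs. SS, 292 in SR vs. YSR, 78 in SS vs. YSS and 62 in YSR vs. YSS, and the lists at 1.7-fold held 29, 32, 33, 37, 17, 23, 10 and 13, with 107 in any comparison and 11 higher and 5 lower only in SR vs. SS. The difference between SR vs. CT and SS vs. CT was 175. Adjusted genes were 6 in YSR vs. CT and 0 in SR vs. YSR. With a fold criterion of 2, the lists held 39 genes in SR vs. CT, 60 in YSR vs. CT, 57 in YSS vs. CT, 56 in SR vs. SS, 55 in SR vs. YSR, 43 in SS vs. YSS and 30 in YSR vs. YSS. With 1.5, the 8 lists held 141, 131, 168, 155, 146, 175, 122 and 111 genes. Chosen after the data were examined, the 51-gene set as a covariate left 1 adjusted gene in SR vs. YSR, and removal of the length trend gave 9. Cohort XII alone, also chosen after the data were examined and fitted only for SR vs. SS and SR vs. YSR, gave 210 and 213 genes at 1.7-fold and 0 adjusted genes in SR vs. YSR (1484 unadjusted). With the letter L or R of the titles as a covariate, also chosen after the data were examined, adjusted genes were 4 in SR vs. SS and 0 in SR vs. YSR (1153 unadjusted), and the other 28 numbers were within 1.5 times their main value.

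Across the 30 fits that each left out 1 library, adjusted genes ranged from 0 to 10 in SR vs. CT, from 11 to 21 in YSR vs. CT, from 0 to 10 in SR vs. SS and from 0 to 12 in SR vs. YSR. Genes at 1.7-fold ranged from 88 to 187 in YSR vs. CT, from 104 to 232 in SR vs. YSR and from 64 to 108 in YSR vs. YSS, and the difference between SR vs. CT and SS vs. CT from 344 to 1393. Of 900 values from these fits, 870 were within 1.5 times the main value.

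The 3 named genes kept their direction in every fit that included them. Only the change of ENSRNOG00000007092 in SR vs. CT lost its unadjusted threshold, with DESeq2 (log2 fold change -1.55, against -1.53 in edgeR). At the adjusted threshold the genes named in SR vs. YSR were less stable. ENSRNOG00000012371 did not pass with the letter L or R as a covariate, in either cohort alone, in fits of only the 2 groups or with the Tukey test, and ENSRNOG00000014751 did not pass under these 5 alternatives or with the 51-gene set as a covariate. Over the 12 alternatives the adjusted p-values lay between 8.14e-05 and 0.676 for the former and between 0.000108 and 0.676 for the latter. They also did not pass in 3 and 4 of the 30 fits that each left out a library. ENSRNOG00000007092 passed in SS vs. CT and YSS vs. CT under all 10 alternatives that kept it, and in YSR vs. CT under 9, with an adjusted p of 0.512 in cohort XIII alone. With genes of at least 10 counts in every library, that gene was left out and has no value. The choroid plexus score as a covariate, marker scores and the correlations with marker scores were not run, because the identifiers were not paired with gene symbols. The interaction was not run under the Tukey test or in fits of only the 2 groups compared, which do not hold such a contrast. No paired analysis was made, because neither the labels nor the paper's text states which yoked rat was connected to which METH rat. Some codes in the titles adjoin between METH and yoked rats of a cohort, but the codes were not used to infer pairs. The comparisons of METH rats with yoked rats therefore ignore any pairing. The depth limits the change of ENSRNOG00000007092 in SS, YSR and YSS rats to a lower bound, since their libraries held at most 1 count of it.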

Differences from the paper's values

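Against the paper's text, 52 genes were higher only in SR vs. SS, where the paper's value is 30. In fits of only the 2 groups compared the number was 44, within 1.5 times the paper's, as it was in 1 of the 30 fits that each left out a library; under the other 7 alternatives set before the data were examined the gap stayed. Only in SR vs. SS, 28 genes were lower, against the paper's 9. With genes that had at least 10 counts in every library the number was 8; none of the other 7 alternatives and none of the fits that left out a library closed the gap. At 1.7-fold, 59 genes were lower in SS vs. CT, where the legend of Fig. 2 gives 354. With all genes that had at least 1 count the number was 346, and no other alternative closed the gap. In that setting, however, both numbers of genes found only in SR vs. SS lay further from the paper's values than in the main fit. The paper's Discussion gives the same number, 354, for all genes at this criterion, for which the value here was 379.

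In the following, the paper's values were read by eye from Fig. 2. In YSR vs. CT, 580 genes were lower at the unadjusted threshold, against about 880 in Fig. 2C. DESeq2 (632), median-ratio size factors (627), all genes with at least 1 count (879) and fits of only the 2 groups (828) came within 1.5 times the paper's value, as did 18 of 30 fits that left out a library, and the other 4 alternatives did not. In YSS vs. CT, 437 genes were lower, against about 660 in Fig. 2D. All genes with at least 1 count (659), the cohort as a covariate (448), cohort XIII alone (541) and fits of only the 2 groups (615) closed the gap, as did 12 of 30 fits that left out a library, and the other 4 did not. In the same comparison 354 genes were higher, against about 570 in Fig. 2D. All genes with at least 1 count (691), cohort XIII alone (439) and fits of only the 2 groups (480) closed the gap, as did 3 of 30 fits that left out a library, and the other 5 did not. The 51-gene set as a covariate (450 lower and 383 higher genes) and the letter L or R of the titles as a covariate (506 and 423), both chosen after seeing the values, also came within 1.5 times the paper's values in YSS vs. CT. In YSR vs. YSS, 237 genes were lower, against about 450 in Fig. 2H. All genes with at least 1 count (511), cohort XIII alone (317) and fits of only the 2 groups (357) closed the gap, as did 1 of 30 fits that left out a library, and the other 5 did not.

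In the Venn diagrams, 8 genes were higher only in SR vs. CT, against about 17 in Fig. 2I. None of the 8 alternatives closed the gap, and 7 of 30 fits that left out a library did. For YSS vs. CT the number was 13, against about 8 in Fig. 2I; DESeq2 gave 12, which closed the gap, as did 2 of 30 fits that left out a library, and the other 7 alternatives did not. For genes lower only in YSR vs. CT, the number was 39, against about 74 in Fig. 2J. None of the 8 alternatives closed the gap, and 2 of 30 fits that left out a library did.

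In Fig. 2, YSR vs. CT has slightly more genes than SR vs. CT; here SR vs. CT had 1656 and YSR vs. CT 1195. The legend of Fig. 2 describes the lower genes of SS vs. CT as the higher number; here YSR vs. CT had 81 at 1.7-fold against 59 in SS vs. CT.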

Other observations

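The splits of the libraries that ignore the cohort and the test of the cohort were set before their results were seen. All other tests in this part were chosen after the result was seen.

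Each number of genes was compared with the numbers from other splits of the same libraries. At the unadjusted threshold, 5 of 100 splits gave as many genes as the real one in SR vs. CT (1656), 45 in SS vs. CT, 3 in YSR vs. CT, 12 in YSS vs. CT, 26 in SR vs. SS, 14 in SR vs. YSR, 59 in SS vs. YSS and 43 in YSR vs. YSS, the real split included each time. At 1.7-fold the numbers of splits were 17, 22, 12, 12, 8, 12, 57 and 50 in the same order, and 31 for the genes in any of the 8 lists. For genes at an adjusted p-value under 0.05 they were 3 in SS vs. CT, 1 in YSR vs. CT, 1 in YSS vs. CT and 6 in SR vs. YSR. For genes higher only in SR vs. SS the number was 5, for genes lower only in SR vs. SS it was 31, and for the difference of 865 genes between SR vs. CT and SS vs. CT it was 22. The numbers from YSR vs. CT, at both the unadjusted and the adjusted threshold, and the adjusted numbers from SS vs. CT and YSS vs. CT were the only ones reached by fewer than 5 of 100 of these splits. These splits do not hold the cohorts apart. All 4 other splits that reached 1656 genes in SR vs. CT divided the cohorts at least as unevenly as the real one, as did 22 of those that reached 1178 genes in SR vs. SS and 16 of those that reached the difference of 865 genes.

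The splits were therefore repeated, after these results were seen, with libraries exchanged only within each cohort, so that each split divided the cohorts as the real one does (100 splits per comparison, and the 60 that exist in YSR vs. YSS). At the unadjusted threshold, 13 of 100 gave as many genes as the real split in SR vs. CT, 32 in SS vs. CT, 4 in YSR vs. CT, 15 in YSS vs. CT, 41 in SR vs. SS, 9 in SR vs. YSR and 43 in SS vs. YSS, and 25 of 60 did in YSR vs. YSS. At 1.7-fold the numbers of splits were 15, 13, 15, 7, 12, 6, 55 and, of 60, 30 in the same order. For genes at an adjusted p-value under 0.05 they were 2 in SS vs. CT, 1 in YSR vs. CT, 1 in YSS vs. CT and 4 in SR vs. YSR. For genes higher only in SR vs. SS the number was 5, for genes lower only in SR vs. SS it was 36, and for the difference of 865 genes it was 36. The interaction and the genes in any of the 8 lists were not tested in this way.

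Under both kinds of split, fewer than 5 of 100 reached the numbers from YSR vs. CT at the unadjusted and the adjusted threshold and the adjusted numbers from SS vs. CT and YSS vs. CT. The 4 adjusted genes in SR vs. YSR were reached by 6 and by 4 of 100 splits, on either side of the cut of 5 of 100. With 100 splits drawn, numbers this close cannot be told apart. No allowance was made for the number of results set against this cut. None of these 4 genes belongs to the 14-gene set described further on, but 4 of the 5 other splits of the first kind with as many genes, and 2 of the 3 of the second, placed the 3 SR rats at the upper level of that set together in the group of 5, and every other split drawn that placed them so gave as many. The remaining numbers tested in both ways cannot be told apart from those of random groups of these rats, whether or not the cohorts are held apart.

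No gene passed the adjusted threshold for the interaction of METH and shock phenotype, which asks whether SR rats differ from YSR rats in another way than SS rats differ from YSS rats. At the unadjusted threshold 857 genes passed, and 34 of 100 arrangements in which SR and SS, and YSR and YSS, libraries were exchanged gave as many.

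The letter L or R in the titles changed 736 genes at the unadjusted threshold, fewer than the 790 that chance gives, and 0 after adjustment.

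SR and YSR rats had more genes at the unadjusted threshold against CT than SS and YSS rats, and these groups also hold more rats of cohort XII. The cohort itself changed 2584 genes at the unadjusted and 76 at the adjusted threshold. If the cohort were the reason, the 4 numbers would fall and draw together once the cohort is in the model. The largest was 2.09 times the smallest without it and 1.47 times with it, and SR vs. CT (1079) still gave most genes, while YSS vs. CT rose from 791 to 818. Within cohort XIII, YSS vs. CT (980) had more genes than YSR vs. CT (964). The cohort may therefore account for part of the excess. The difference of 865 genes between SR vs. CT and SS vs. CT was reached by 36 of 100 splits within cohorts, the real one included. An excess of SR vs. CT over SS vs. CT beyond the cohort is therefore not established. Expression relative to the other libraries fell with gene length in all 4 comparisons with CT (Spearman's rho across genes, which are not independent replicates, of -0.18 in SR vs. CT, -0.16 in SS vs. CT, -0.21 in YSR vs. CT and -0.15 in YSS vs. CT). Among 100 splits, 16, 16, 1 and 6 gave a relation as strong. With the length trend of each library removed, the ratio of the largest to the smallest number was 2.15, so that gene length bias does not account for the order of the comparisons.

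The set of 14 genes, found by searching the variable genes for sets that rise and fall together, includes ENSRNOG00000007092 and made up most of the genes at an adjusted p-value under 0.05 against CT (12 of 16 in SS vs. CT, 10 of 19 in YSR vs. CT and 9 of 13 in YSS vs. CT). Together they had between 30.2 and 57.6 CPM (of the total count) in the 7 CT libraries, between 2.47 and 4.80 in the 16 SS, YSR and YSS libraries, and in the SR replicates XIII-L09, XIII-R07, XIII-R09, XII-L05, XII-L07, XII-R05 and XII-R07 they had 48.4, 3.61, 3.64, 32.8, 40.2, 2.06 and 3.26 CPM. A strain variant at a single place that acts only on nearby genes does not account for the whole set. Its genes lie on 8 chromosomes and a scaffold, although 3 of them are neighbours on chromosome 2 between 181987217 and 182038178. A variant that acts on distant genes was not tested. The cohorts did not differ in the set within groups (permutation p = 0.739), and the SR rats at the CT level came from both, 2 from cohort XII and 1 from cohort XIII. An effect of foot-shocks in every shocked rat does not account for it either, because 3 libraries of shocked rats stood at or above the lowest CT library. RNA of a foreign source with the same composition in every library would hold the genes in fixed proportions. The proportions of the genes differed between the CT libraries as much as in matched random sets (72.9th percentile of 10000 sets). A source whose composition varies between rats cannot be excluded in this way, and marker genes were not analysed here. The letter in the titles followed the level within the SR rats, with all 3 rats coded L at the CT level and all 4 coded R near the lower level (exact two-sided permutation test of L against R, p = 0.0286, the smallest p these numbers allow). Of the 23 libraries of the other groups, 12 stood at the level opposite to that of their letter in SR rats, namely 5 CT libraries coded R and 7 SS and YSS libraries coded L. The letter alone does not account for the set, but within the SR rats its effect cannot be told apart from differences between the rats. No label names a batch of dissection or sequencing other than the cohort. An unrecorded one that held all 7 CT libraries would also have to hold 3 SR libraries from both cohorts and no SS, YSR or YSS library, and such a batch cannot be told apart from the condition with these labels. The identity of the genes was not analysed here.

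A second set of 51 genes varied together by up to 4.10 log2 units between libraries, within every group (range of 2.51 to 3.85 units within groups), and followed the first principal component of all genes, which held 14.7% of the variance (correlation of 0.985). No difference between groups was found in it: the smallest Benjamini-Hochberg adjusted p from exact permutation tests over 8 comparisons was 0.731. The estimated differences lay between -0.76 log2 units in YSR vs. CT and 1.24 in SR vs. YSR. With this spread within groups, differences of that size cannot be excluded. None was found between the cohorts (permutation p = 0.856) or the libraries coded L and R (permutation p within groups = 0.378) either. The set did not follow the total count (Spearman's rho -0.28, permutation p = 0.14; Pearson's r -0.28, permutation p = 0.141, and -0.33 without the 2 libraries farthest from the median total; 1 relation tested). A varying amount of a neighbouring tissue in the dissected pieces is a candidate explanation. The mean correlation between the genes was at least 0.798 in every group, but since the genes were chosen for varying together this cannot decide it, and marker genes were not analysed here. As a covariate the set left most numbers of genes within 1.5 times their value, apart from the adjusted genes in SR vs. YSR, which went from 4 to 1. Only 6 of the 379 genes listed at 1.7-fold belonged to the set.

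Outside the 14-gene set, 19 genes were present in at least 3 libraries and lower by a gap of at least 1.5 log2 units in at least 3 others. None of the 19 had an adjusted p-value under 0.05 in any comparison, 11 of them were mixed within all 5 groups, and 6 were in a list at 1.7-fold. Of the pairs among them, 3 had the same pattern over the 30 libraries, differing in at most 1, and all 3 pairs lay on chromosome 20 between 3126829 and 3140610 (permutation p = 0.00805 for as many pairs on the same chromosome). This is in line with variants that these rats carry in common stretches of the genome, a candidate explanation for genes that differ between rats of the same group. The 3 pairs come from 3 neighbouring genes, so that they are not independent, and such genes can also share reads. Whether the counting used the strand is not known here.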
